A study of Mus musculus with 18 samples. Its data were reported in "Dysregulated ac4C modification of mRNA in a mouse model of early-stage Alzheimer’s disease" (2025).

How the data were processed

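Hippocampi of 6-month-old mice were profiled for N4-acetylcytidine (ac4C), an acetylated form of cytidine in RNA, by acetylated RNA immunoprecipitation sequencing (acRIP-seq). In acRIP-seq, fragmented RNA is captured with an anti-ac4C antibody and sequenced beside an input library and a control capture with IgG. There were 3 wild-type (WT) mice and 3 5×FAD mice, a transgenic line that carries mutant human genes of familial Alzheimer disease and develops amyloid deposits. Each mouse gave 3 libraries (anti-ac4C, input and IgG), 18 libraries in all, and the deposited results are 1 table of ac4C peaks per mouse. Groups and replicate numbers were taken from the sample labels.

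Per the labels and the study's methods, the authors checked reads with FastQC, trimmed them with cutadapt 1.9.3, aligned them to the mouse genome build mm10 with HISAT2 2.04 and called peaks with MACS, the anti-ac4C library of each mouse against its own input. Peaks were called in each mouse and not on pooled samples, were limited to exons of protein-coding genes, and were dropped where they overlapped IgG peaks. The deposited fold enrichment of a peak was taken as a ratio of captured signal to input, and the study's methods describe no scaling between mice. Whether the caller gave this ratio or the authors computed it is unknown here. Whether IgG signal had been subtracted from this ratio, as the study's methods describe, is not given in the sources used here. The deposited score of a peak is -10 times the log10 of the caller's p-value, and the lowest score in each table was 40, a p of 0.0001. The deposited FDR of a peak, in percent, came from the caller. Between 0 and 2 peaks per mouse had an FDR under 5%, so the tables were not filtered on that column. The study's methods state an adjusted p under 0.05 for peaks, a limit that the listed FDR does not meet for nearly all of them. The median listed FDR was 51.8%, 61.6% and 68.1% in the WT mice and 37.4%, 42.7% and 100% in the 5×FAD mice. In 5×FAD mouse 3, 6840 of 8459 peaks were listed at an FDR of 100%. Each caller peak was listed once, under 1 exon, and between 85.3% and 87.1% of peak starts coincided with an exon start of the GENCODE annotation of mm10, so a peak's position is known to the exon and not to the base. The tables hold no read counts, so the sequencing depth and the counting error of single peaks are unknown, and the spread between mice is the measure of precision.

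Every listed peak had a fold enrichment over 1, and all were kept, with no limit on the listed FDR. An mRNA with at least 1 peak counted as an ac4C mRNA, and its fold enrichment was the sum over its peaks, 0 where a mouse had none. Following the study, an mRNA was reliable in a genotype with a peak in at least 2 of 3 mice, AD unique when reliable in 5×FAD only, AD absent when reliable in WT only, and overlay when reliable in both. AD unique and AD absent mRNAs counted as changed at a fold change of at least 2 of the mean fold enrichment plus 1. The study also required detection by RNA-seq, which was not used here. Peaks of all mice were merged into regions where they overlapped by at least 1 bp on the same strand.

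Single values per mouse were compared with two-sided exact permutation tests, for which 3 against 3 mice give a smallest p of 0.1. Overlay mRNAs, all reliable mRNAs and regions were tested with limma 3.58.1 in R 4.3.3 on log2(fold enrichment + 1), with the Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. For regions, the highest peak of a mouse stood for the region. The fold enrichments are the values as deposited and were compared between tables because the study's method does so. A difference in scale between tables therefore enters every fold change, and each comparison was repeated with fold enrichments multiplied by 1 factor per mouse, so that mRNAs with a peak in all 6 mice had the same median (called one scale here). A fold change is on the log2(fold enrichment + 1) scale and understates changes of weakly enriched mRNAs. No fold is given where a genotype was listed at 0.

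A set of 33 gene lists was tested with limma's camera (inter-gene correlation preset to 0.01, lists with at least 5 measured members), beside camera with an estimated correlation and fry. Groups, gene lists, tests, most alternatives and the rule for named genes were fixed before the data were examined. The rule took the 10 mRNAs per direction with the smallest limma p among those whose genotypes did not overlap, where fewer passed the test. It further took the 5 per direction with the largest difference among mRNAs found in 3 of 3 mice of one genotype and 0 of 3 of the other, and the 5 overlay mRNAs and 5 regions per direction with the smallest p. The 10 most enriched mRNAs, the key neuronal genes of the study, App, Thy1, Nat10 and up to 4 members of each list completed it. Some of the genes so taken are not reported here by name, and counts include them. Enrichment of the GO and pathway terms given in the tables was tested with Fisher's exact test, one-sided, against all 5444 reliable mRNAs, for terms with at least 10 members.

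Replicate numbers paired the mice. Deviations from the genotype means of 5444 mRNAs correlated between the WT and the 5×FAD mouse of one number at 0.527, 0.473 and 0.290 for numbers 1, 2 and 3, all above the limit of 0.1 set for pairing. The labels do not say what a number stands for. Alternatives were another pseudocount (0.1), the number as a replicate block, higher enrichment and p limits, an equal number of top peaks per mouse, quantile and median scaling, other merging rules and leaving out each mouse. The limma steps were tested on simulated values with the means and spread of each comparison. Of 50 mRNAs changed by 4-fold, 16-fold and 64-fold, the test of all 5444 reliable mRNAs recovered 2, 18 and 39, with 4 false calls among the unchanged mRNAs. Of 50 overlay mRNAs at each size, 2, 21 and 33 were recovered, and of 50 regions, 0, 9 and 18. A gene list of 11 members raised 4-fold was recovered by camera at an adjusted p of 1.02e-10, with 1 false list. The simulated mRNAs varied independently, while these members, the genes of disease-associated microglia, had an estimated correlation of 0.462 in the mice. The simulation therefore does not show what camera recovers at that correlation. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0 was used for the remaining steps. Coordinates are those of mm10, counted from 1.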

Results

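The ac4C profiles of 3 WT and 3 5×FAD hippocampi, taken at 6 months of age, were compared to ask how acetylation of hippocampal mRNA differs once amyloid pathology is present. Between 7434 and 10234 ac4C peaks were listed per mouse, on 4268 to 5133 mRNAs. Read totals are not part of these tables, and each value rests on 1 table per mouse.

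The mRNAs with the highest fold enrichment summed over their peaks were shared by both genotypes. Such a sum grows with the number of peaks listed for an mRNA as well as with their strength. They encoded Myrf, a transcription factor that oligodendrocytes need to form myelin, Cacna1a, the pore of a presynaptic calcium channel, and Eif4g3, a scaffold of translation initiation. Others were the transcriptional cofactor Med15, the kinase Hipk2, the membrane proteins Tenm4 and Tmem184b, and the chromatin-binding protein Mphosph8. The summed fold enrichment of Myrf was 173.7, 175.2 and 148.6 in the WT mice and 243.3, 227.9 and 231.2 in the 5×FAD mice. Cacna1a stood at 171 ± 0.442 in WT and 283 ± 89.8 in 5×FAD (SD, n = 3 each). Mphosph8 had no peak in WT mouse 1 but stood at 400.3 and 521.6 in the other WT mice and between 458 and 549 in the 5×FAD mice. Peaks numbered 7904 ± 471 per mouse in WT and 9594 ± 985 in 5×FAD. Every 5×FAD mouse stood above every WT mouse (exact permutation p = 0.1, the smallest this unpaired test allows). The number of ac4C mRNAs was 4431 ± 161 and 4867 ± 400 (exact permutation p = 0.3, unpaired), a difference of 436 that was 667 without 5×FAD mouse 3. For numbers 1, 2 and 3 the 5×FAD mouse had 5133, 5062 and 4407 ac4C mRNAs and the WT mouse 4589, 4436 and 4268. The median fold enrichment of a peak was 7.05 ± 0.147 in WT and 9.37 ± 3.19 in 5×FAD (exact permutation p = 0.1). This gap came mostly from 5×FAD mouse 3, at 13.05, while 5×FAD mice 1 and 2 stood at 7.63 and 7.44, and without mouse 3 the difference was 0.488 instead of 2.33.

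**Figure D1:**
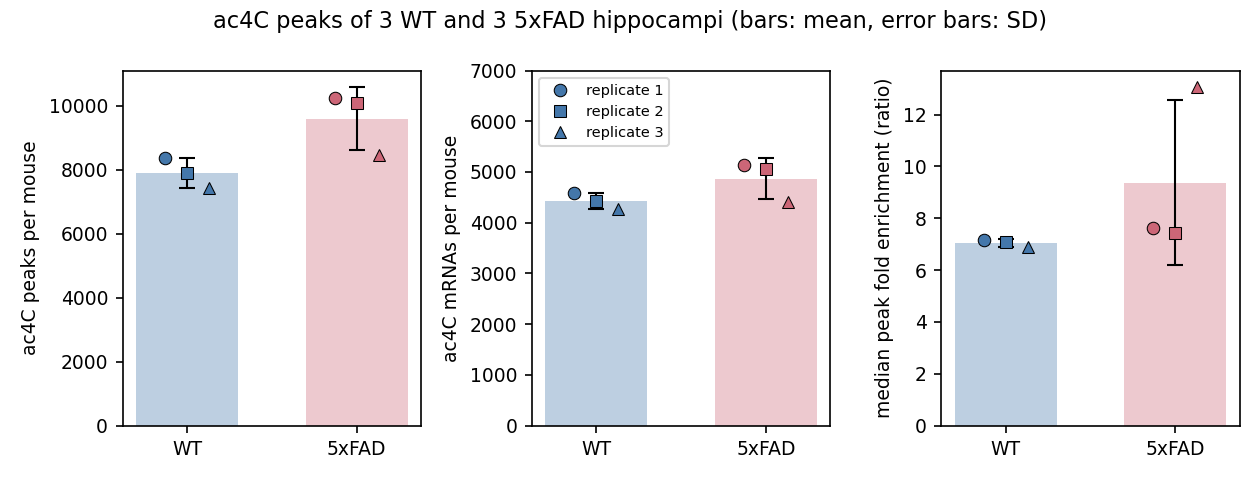
Number of ac4C peaks, number of ac4C mRNAs and median peak fold enrichment (a ratio) of each mouse, with bars for the genotype mean, error bars for the SD and 1 point per mouse. The 5×FAD mice have 8459 to 10234 peaks and the WT mice 7434 to 8375, and the median enrichment of 13.05 in 5×FAD mouse 3 stands apart from the other mice.

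Peaks lay mainly in coding sequence, followed by the exons that hold the start and the stop codon, as the tables' own annotation gives them. The coding share was 50.0% ± 0.936 in WT and 52.5% ± 0.895 in 5×FAD (SD, n = 3 each). Start codon exons held 21.8% ± 2.13 and 18.2% ± 1.56, and stop codon exons 17.4% ± 1.18 and 19.1% ± 1.07. The 5' UTR held 8.83% ± 0.273 and 7.56% ± 0.867, and the 3' UTR 1.9% ± 0.336 and 2.61% ± 0.498. For each of the 5 classes the genotypes did not overlap (exact permutation p = 0.1 each, the smallest this unpaired test allows). Coding sequence, stop codon and 3' UTR were higher in 5×FAD and start codon and 5' UTR lower. Without WT mouse 3 the difference was 1.00 points instead of 1.68 for stop codon exons and -2.37 instead of -3.60 for start codon exons. Without 5×FAD mouse 3 it was 1.07 for stop codon exons, -0.778 instead of -1.28 for the 5' UTR and 0.415 instead of 0.703 for the 3' UTR.

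**Figure D2:**
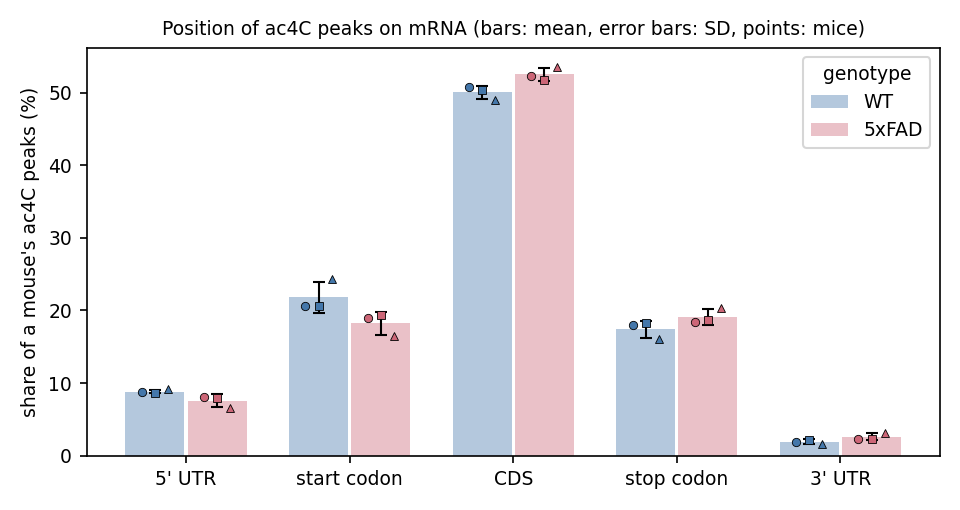
Share of each mouse's ac4C peaks, in percent, that the tables assign to the 5' UTR, start codon, coding sequence (CDS), stop codon and 3' UTR, with bars for genotype means, error bars for the SD and 1 point per mouse. Coding sequence holds 50.0% of the peaks in WT and 52.5% in 5×FAD, and start codon exons 21.8% and 18.2%.

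Merging the peaks of the 6 mice gave 20038 regions, of which 7189 were found in at least 2 WT mice and 8390 in at least 2 5×FAD mice. Both genotypes shared 5552, while 1637 were found in WT only and 2838 in 5×FAD only. Shared regions had a median length of 264 bp and a median content of 30.5% of cytosine, the base that carries the mark. Regions of WT only had medians of 225 bp and 28.8%, and regions of 5×FAD only 207 bp and 28.5%. The GC content was 57.2% in shared regions, 57.7% in regions of WT only and 54.6% in regions of 5×FAD only. Requiring 3 of 3 mice left 1730 shared regions, 827 of WT only and 1128 of 5×FAD only. The split moved with the number of mice compared: without WT mouse 1, 2 or 3, 698, 735 and 570 regions were in WT only and 5088, 5140 and 4642 in 5×FAD only. Without 5×FAD mouse 1, 2 or 3, these were 4072, 4100 and 3293 against 1145, 1202 and 1657, and shared regions numbered 3302 and 3250 without WT mouse 1 or 2 and 3117 and 3089 without 5×FAD mouse 1 or 2. With an equal number of top peaks per mouse, 2039 were in WT only and 1629 in 5×FAD only, so the side with more regions changed.

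Among mRNAs, 3851 were overlay, 1007 were AD unique and 586 were AD absent. The larger side changed with an equal number of top peaks per mouse, to 593 AD unique and 820 AD absent. With a mouse left out, a peak must be in both remaining mice of its genotype, which by rule shifts the split toward the other genotype. Without 5×FAD mouse 1, 2 or 3, there were 460, 488 and 615 AD unique and 1622, 1602 and 1228 AD absent. Without WT mouse 1, 2 or 3, AD unique mRNAs numbered 1986, 1984 and 1803 and AD absent mRNAs 263, 280 and 259. The AD unique mRNAs named here had peaks in every 5×FAD mouse and in no WT mouse. Lcp2, a signalling adaptor of blood cells, reached a fold enrichment of 31.2 ± 12.1 in the 5×FAD mice, and Csf3r, the receptor of granulocyte colony-stimulating factor, 28.1 ± 4.19 (SD, n = 3 each). Gpnmb, a glycoprotein of activated microglia, reached 26.9 ± 8.83 and Cyth4, an Arf exchange factor, 25.9 ± 4.90. AD absent mRNAs with peaks in every WT mouse and no 5×FAD mouse had lower values, among them Gm10762 at 12.3 ± 1.34, the glial transcription factor Sox8 at 10.7 ± 1.65 and the endosomal protein Wdfy2 at 9.09 ± 1.54. The methylmalonyl-CoA mutase Mut stood at 5.38, 11.2 and 5.65 and the death effector domain protein Dedd at 7.31 ± 0.733. For Gm10762, a region under the adjacent gene Zc3h6, found in more 5×FAD than WT mice, lay within 2000 bp. The exon under which a peak was listed can therefore affect such a pattern. Counting mRNAs with a fold change of at least 2, 816 were AD unique and 216 AD absent, and on one scale 633 and 358. Without WT mouse 1 or 2, AD unique mRNAs numbered 1316 and 1255, and without 5×FAD mouse 1 or 2 they numbered 432 and 469 beside 443 and 426 AD absent. A peak in 3 of 3 mice of one genotype and 0 of 3 of the other was found for 88 mRNAs of 5×FAD and 21 of WT, but for 39 and 47 with an equal number of top peaks, which turned the direction. No term was enriched among the 816 or the 216 mRNAs by Fisher's exact test over 1337 terms, with 45 and 81 terms at an unadjusted p under 0.05. The smallest adjusted p values were 0.375 for transporter activity (15 of 39 members AD unique, unadjusted p = 0.000281) and 0.271 for rRNA processing (7 of 32 members AD absent, unadjusted p = 0.000202).

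Overlay mRNAs with the smallest p on the higher side encoded Fyb, an adaptor of T cells and myeloid cells, Bin2, a membrane-shaping protein of blood cells and microglia, the cytokine Tgfb1, the chromatin remodelling subunit Ss18 and the RNA polymerase-associated protein Rpap1. Fyb had a fold enrichment of 9.73 ± 4.77 in WT and 68.0 ± 17.4 in 5×FAD (SD, n = 3 each), and Bin2 of 5.32 ± 1.14 and 29.3 ± 6.88. Tgfb1 had 5.44 ± 1.59 and 28.5 ± 1.19, Ss18 4.60 ± 0.678 and 23.4 ± 8.25, and Rpap1 6.54 ± 0.530 and 24.6 ± 4.25. These are sums over listed peaks, so they also grow with the number of peaks listed. In the strongest single region, WT and 5×FAD means were 5.48 and 20.9 for Fyb, 5.32 and 8.28 for Bin2 and 5.44 and 16.4 for Tgfb1. They were 1.79 and 9.06 for Ss18 and 6.54 and 15.5 for Rpap1. The Bin2 region had a log2 fold change of 0.09 on one scale. On the lower side were Lta4h, a leukotriene-forming hydrolase, at 178 ± 43.4 in WT and 39.3 ± 32.1 in 5×FAD, and the synaptic scaffold liprin Ppfia1 at 31.9 ± 5.76 and 11.2 ± 6.02. Further mRNAs were the splicing cofactor Snw1 at 10.3 ± 2.99 and 3.33 ± 2.94, the modifier Sumo3 at 23.4 ± 6.16 and 9.30 ± 12.9, and the guanine nucleotide exchange factor Arhgef1 at 13.4 ± 2.58 and 5.04 ± 4.36. Of these, Snw1, Sumo3 and Arhgef1 had no peak in 5×FAD mouse 3. In the strongest single region, WT and 5×FAD means were 170 and 26.3 for Lta4h and 4.71 and 4.55 for Ppfia1. They were 6.81 and 3.33 for Snw1, 16.8 and 8.02 for Sumo3 and 7.13 and 5.04 for Arhgef1. The log2 fold change of Fyb was 2.77 ± 0.551 (SE) and that of Lta4h -2.41 ± 0.665, both with a limma adjusted p of 0.901. None of the 3851 overlay mRNAs passed limma's test, and at an unadjusted p under 0.05 there were 92 higher and 2 lower. The median log2 fold change of all overlay mRNAs was 0.46, and on one scale, where it was -0.04, 19 were higher and 8 lower. With each mouse centred on its median these were also 19 and 8, and after quantile normalization 34 and 22. Relative to that scale Fyb stood at 2.19, Bin2 at 1.70, Tgfb1 at 1.68, Ss18 at 1.53, Rpap1 at 1.19 and Lta4h at -3.02.

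With AD unique and AD absent mRNAs included, the mRNAs with the smallest p and no overlap between genotypes on the higher side included Fyb, Lcp2, Csf3r, Cyth4, Unc93b1, Gpnmb, Nfatc1, Akna and Cd68. Besides Fyb, Nfatc1, a calcineurin-regulated transcription factor, had peaks in both genotypes, at 20.9 ± 5.83 in WT and 69.6 ± 6.93 in 5×FAD (SD, n = 3 each). Unc93b1, which escorts Toll-like receptors to endosomes, reached 25.8 ± 4.75 in 5×FAD, Cd68, a lysosomal glycoprotein of macrophages, 19.3 ± 5.39 and the AT-hook protein Akna 15.8, 22.3 and 18.0. Each was listed at 0 in every WT mouse. On the lower side, after Lta4h and the AD absent mRNAs named above, came the receptor-like protein Gpr137c at 6.71 ± 0.588 in WT and the purine salvage enzyme Hprt at 5.39 ± 0.519. They were followed by the riboflavin kinase Rfk at 5.11 ± 0.384 and the pyrimidine-degrading enzyme Dpyd at 4.89 ± 0.433, and all 4 were listed at 0 in 5×FAD. The values of Hprt, Rfk and Dpyd lie near the lower quartile of WT peaks, 5.21 to 5.36. In 5×FAD mouse 3 the lower quartile was 9.66 and no peak was listed under 4.06. None of the 5444 reliable mRNAs passed limma's test, and the smallest adjusted p was 0.231. With the highest or the mean peak in place of the sum, 1 mRNA was called (limma adjusted p = 0.0284 and 0.00975). At an unadjusted p under 0.05, 314 were higher and 25 lower, and on one scale 137 and 41, while the median log2 fold change was 0.54 and 0.02. With each mouse centred on its median, 131 were higher and 147 lower, so the larger side changed, and after quantile normalization 126 and 55. Values of the genotypes did not overlap for 798 higher and 42 lower mRNAs, 15.4% of those tested against 10% by chance for mice that are not paired, and on one scale for 269 and 197, or 8.56%. In the other 3 splits that part every pair of one number, counted after the result was seen, the share was 3.77% to 4.38%, and 4.29% to 5.67% on one scale. Without 5×FAD mouse 3, 241 mRNAs were called, 225 higher and 16 lower, of which 239 had no peak in one genotype among the 5 mice left. Without WT mouse 3, the 1 mRNA called was 0610011F06Rik, with no peak in the other WT mice and a limma adjusted p of 0.00297. With the number as a replicate block, 470 were higher and 34 lower at an unadjusted p under 0.05 and none was called.

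**Figure D3:**
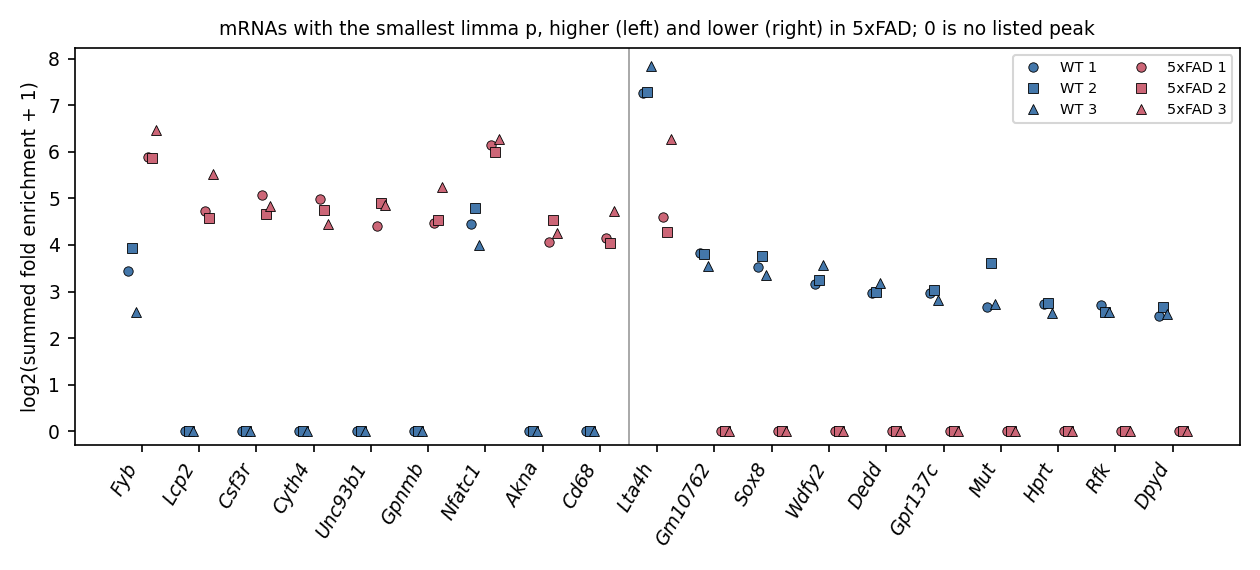
Summed fold enrichment of the mRNAs with the smallest limma p among those whose genotypes do not overlap, as log2(fold enrichment + 1), with 1 point per mouse and those higher in 5×FAD left of the line. Fyb has 9.73 on average in the WT mice and 68.0 in the 5×FAD mice, and none of these mRNAs passed the adjusted test.

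The genes of disease-associated microglia, the state of microglia around amyloid plaques, had the smallest camera p of the gene lists, without passing its test. Of the 30 genes on the list 11 were measured. Of these 11 measured members 10 were higher in 5×FAD and 1 lower, and on one scale 8 and 3. Gpnmb, Cd68, the cystatin Cst7 and the growth factor Igf1 were found in every 5×FAD mouse and no WT mouse, Cst7 at 12.9, 11.1 and 21.6 and Igf1 at 5.59, 6.10 and 9.40. On one scale their log2 differences were 4.46, 4.02, 3.68 and 2.71. Axl, Ctsb and Hif1a, the members with a peak in all 6 mice, stood at 0.10, -0.07 and 0.04. The list's mean thus rests largely on members without a listed peak in WT. None of the members passed limma's test over all mRNAs, and 4 passed when adjusted over the list alone. Camera gave the list an adjusted p of 0.0646, and adjusted p = 0.804 with an estimated correlation. It passed with an adjusted p of 0.0245 on one scale, 0.0192 after quantile normalization, 0.0154 at a fold enrichment of at least 4 and 0.0429 with equal top peaks, and of 0.0392 and 0.00432 without 5×FAD mouse 1 and 2. It did not pass with an adjusted p of 0.217 at a pseudocount of 0.1, 0.212 at a 10 times stricter p, 0.0887 with the replicate block, 0.222, 0.128 and 0.0569 without WT mouse 1, 2 and 3, 0.315 without 5×FAD mouse 3 and 0.491 without both mice numbered 3. In fry, which asks whether a list's genes move one way on balance, its adjusted p was 0.0241, and 0.0277 on one scale. Homeostatic microglia genes were higher for 11 of 13 members (9 on one scale), with Laptm5, a lysosomal protein of immune cells, at 4.87, 13.7 and 9.05 in WT and 21.1, 36.1 and 88.0 in 5×FAD. Of its members 1 passed when adjusted over the list alone (camera adjusted p = 0.447). Of 8 genes of complement, interferon and antigen presentation, 5 were higher and 3 lower (camera adjusted p = 0.770). H2-Ab1, a class II histocompatibility chain, was listed at 0 in WT and at 15.3, 15.2 and 23.2 in 5×FAD and passed when adjusted over the list alone. The complement subunits of this group went both ways, since C1qa was found in 2 5×FAD mice and no WT mouse and C1qb in 2 WT mice and no 5×FAD mouse.

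Lists of lysosomal, disease risk and glial genes had more members higher than lower, as did all reliable mRNAs. Of these 5444 mRNAs, 4085 were higher and 1359 lower, and on one scale 2802 and 2642. Of 14 autophagy and lysosome genes 12 were higher, but on one scale 7 were higher and 7 lower. Tfeb, the master regulator of lysosomal genes, stood at 12.4, 11.7 and 4.40 in WT and 29.7, 20.2 and 45.6 in 5×FAD. Camera gave the list an adjusted p of 0.447, and 0.804 with an estimated correlation. Fry gave its members an adjusted p of 0.0241, but 0.162 on one scale. Of these members 1 passed when adjusted over the list alone. Of 12 Alzheimer disease risk genes 10 were higher, among them the phosphatase Inpp5d and the lipid transporter Abca7, and 9 on one scale. For these genes camera gave an adjusted p of 0.655, and 0.804 with an estimated correlation. Their fry adjusted p was 0.0210, but 0.144 on one scale. Of 9 reactive astrocyte genes 8 were higher (camera adjusted p = 0.447), and so were 8 of 8 astrocyte markers (0.447 in the same test). Of 11 oligodendrocyte and myelin genes 8 were higher (camera adjusted p = 0.917), and of 7 oligodendrocyte precursor genes 5 (0.763). Of 10 vascular genes 9 were higher, but 5 on one scale (camera adjusted p = 0.650), and of 6 choroid plexus and ependyma genes 4 (0.917). Flt1, a receptor of vascular endothelial growth factor, stood at 26.95 on average in WT and 68.0 in 5×FAD. No erythrocyte gene was measured.

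Neuronal lists also had more members higher than lower, and fewer of them higher on one scale. So did all reliable mRNAs, with 4085 of 5444 higher as listed and 2802 on one scale. Of 35 genes of glutamate receptors and the postsynaptic density 31 were higher, but on one scale 15 (camera adjusted p = 0.451). Grm5, a metabotropic glutamate receptor, stood at 0, 6.28 and 0 in WT and at 16.3, 17.7 and 39.4 in 5×FAD. Of 41 presynaptic vesicle genes 33 were higher, 28 on one scale (camera adjusted p = 0.447). Rims1, a protein of the active zone, stood at 38.1, 37.7 and 23.7 in WT and 71.8, 66.8 and 166.8 in 5×FAD. Of 31 voltage-gated channel genes 23 were higher, 16 on one scale (camera adjusted p = 0.650), and Kcnq5, a potassium channel of the M-current, had no peak in WT and 8.74, 9.34 and 18.2 in 5×FAD. Genes of the cytoskeleton and transport were higher for 27 of 30, 21 on one scale (camera adjusted p = 0.655). GABA receptor and inhibitory synapse genes were higher for 9 of 10 and 6 on one scale (0.650 in camera), inhibitory neuron genes for 13 of 15 and 10 (0.889), and excitatory neuron genes for 5 of 6 and 3 (0.917). Hippocampal subfield genes were higher for 11 of 15, 8 on one scale (camera adjusted p = 0.763, and adjusted p = 0.804 with an estimated correlation). Fry gave them an adjusted p of 0.0139, but 0.989 on one scale, where their mean log2 fold change was 0.02 instead of 0.54. Activity-regulated genes were higher for 14 of 16, but 6 on one scale (camera adjusted p = 0.655). None of their members passed when adjusted over the list alone.

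Lists of general cell functions had between 2 and 42 measured members, beside 4085 of all 5444 reliable mRNAs higher as listed and 2802 on one scale. RNA splicing genes were higher for 24 of 24 members, 20 on one scale, with the neuronal splicing factor Rbfox3 at 86.4, 35.6 and 53.6 in WT and 109.2, 90.4 and 159.6 in 5×FAD (camera adjusted p = 0.294). Chromatin regulators were higher for 36 of 42, 26 on one scale (camera adjusted p = 0.447), and glycolysis and TCA cycle genes for 10 of 12, 7 on one scale (0.704). Translation factors and aminoacyl-tRNA synthetases were higher for 12 of 20 and 6 on one scale (camera adjusted p = 0.447), proteasome and chaperone genes for 6 of 9 and 4 (0.630), and genes of ac4C and acetyl-CoA enzymes for 3 of 5 and 2 (0.763). Of 75 cytosolic ribosomal proteins 5 were measured, 3 of them higher and 1 on one scale (camera adjusted p = 0.482), and of 45 oxidative phosphorylation genes 6, with 4 and 3 higher (0.650). Housekeeping genes were higher for 3 of 6 (camera adjusted p = 0.655), and of the 2 replication-dependent histone genes measured 1 was higher. None of the members of these lists passed when adjusted over the list alone. In all, none of the 29 lists tested passed camera's test, while 2 had an unadjusted p under 0.05, disease-associated microglia and RNA splicing. By unadjusted p for single mRNAs 5 presynaptic vesicle genes and 4 genes of disease-associated microglia stood under 0.05.

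The genes that the study set out as key neuronal genes in its 3-month-old mice, which were not analysed here, had higher mean values in 5×FAD at 6 months without passing limma's test. Grin1, the obligatory subunit of NMDA receptors, had no peak in WT mice 1 and 2 and a fold enrichment of 17.7 in WT mouse 3, against 24.3, 39.1 and 93.0 in 5×FAD (log2 fold change 4.11 ± 1.22 (SE), 3.65 on one scale, limma adjusted p = 0.485). The values of WT mouse 3 and 5×FAD mouse 3 came from 1 start codon region, listed at 0 in the other mice. Those of 5×FAD mice 1 and 2 came from other regions, so the sum does not compare one site across mice. Map2, a dendritic microtubule protein, stood at 11.6, 26.8 and 6.76 in WT and 22.8, 33.8 and 101.8 in 5×FAD, with a limma adjusted p of 0.485. Dnajc6, the auxilin that uncoats clathrin vesicles, stood at 18.6, 4.18 and 7.96 in WT and 24.5, 8.08 and 90.8 in 5×FAD (limma adjusted p = 0.570). Only Grin1 passed when adjusted over the list alone, which has 3 members. App, the mouse gene of the amyloid precursor, stood at 17.7 ± 6.59 in WT and 48.7 ± 29.1 in 5×FAD (SD, n = 3 each, limma adjusted p = 0.485), and whether reads of the human transgene added to it is unknown. The log2 fold changes of Map2, Dnajc6 and App, 1.66, 1.52 and 1.28, were 1.07, 0.94 and 0.69 on one scale and 1.04, 0.65 and 0.85 without 5×FAD mouse 3. With the mean of the peaks in place of the sum they were 0.81, 0.48 and 0.69. Without both mice numbered 3 they were 0.62, 0.59 and 0.51. Leaving out another mouse gave up to 2.15 for Map2, 2.32 for Dnajc6 and 1.81 for App. Thy1, whose promoter drives the transgenes, had 1 peak, in WT mouse 2, and Nat10, the enzyme that writes ac4C, had none in any mouse.

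Of 10027 peak regions, 3 passed limma's test, 2 higher and 1 lower, all with an adjusted p of 0.0448. Among them, a region of Myrf on chromosome 19, from 10226018 to 10226912, was listed at 0 in WT and at 54.3 ± 2.20 in 5×FAD (SD, n = 3). It was annotated as the 3' UTR of a short transcript, in exon 3 of 3. In the principal transcript of the gene, with 26 exons, it lies between exons 3 and 5. A 5' UTR region of Eif4g3 on chromosome 4, from 137993022 to 137993627, was at 56.2 ± 14.2 in WT and listed at 0 in 5×FAD. Myrf also had a coding region of the reverse pattern, exon 5 of 26 (10224372 to 10224651), at 40.7 ± 6.69 in WT and 0 in 5×FAD. It lies within 2000 bp of the first region, so the exon under which a peak was listed can decide both. The next regions higher in 5×FAD, each listed at 0 in WT, were exon 20 of 21 of the endocytic GTPase Dnm2 (chromosome 9, 21505464 to 21505715) at 37.3 ± 2.51 and the stop codon exon of 1700030K09Rik (chromosome 8, 72460029 to 72461001) at 36.6 ± 10.5. They were followed by a 5' UTR exon of Rbfox3 (chromosome 11, 118507209 to 118507353) at 32.0 ± 25.6. The next lower one was exon 1 of 19 of Lta4h with its start codon (chromosome 10, 93453396 to 93453668), at 170 ± 44.6 in WT and 26.3 ± 27.5 in 5×FAD. The stop codon exon of the histone chaperone gene Set (chromosome 2, 30070919 to 30072577) was at 13.6 ± 1.01 in WT and 0 in 5×FAD. The stop codon exon of Cherp, an endoplasmic reticulum protein (chromosome 8, 72460483 to 72461355), was found in every WT mouse and no 5×FAD mouse. The Cherp and 1700030K09Rik regions overlap on opposite strands, with reverse patterns, so the listing of one locus can fall under either gene. At an unadjusted p under 0.05, 452 regions were higher and 54 lower, and on one scale 279 and 75. None was called by limma with the replicate block (adjusted p = 0.114 for Myrf and Eif4g3), with a pseudocount of 0.1, or without WT mouse 1, WT mouse 2, 5×FAD mouse 1 or 5×FAD mouse 2, and 822 were called without 5×FAD mouse 3, of which 796 had no peak in one genotype among the 5 mice left. On one scale the calls were Eif4g3 and the coding region of Myrf.

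Mice of one genotype had a lower mean similarity in ac4C than the WT and 5×FAD mice that share a replicate number. The mean Jaccard index of their ac4C mRNAs was 0.560 within genotypes and 0.648 between the WT and 5×FAD mice of one replicate number, with 0.540 for the other pairs. The Spearman correlation of log2(fold enrichment + 1) was 0.520, 0.707 and 0.496 for the same 3 kinds of pairs, across mRNAs, which are not independent replicates. Within minus between genotypes, the difference was -0.0156 for the Jaccard index and -0.0467 for the correlation (exact permutation p = 0.7 for both, one-sided, 7 of 10 splits as large, smallest possible p 0.1). The 6 splits that keep 2 mice of one number together gave 0.0134 to 0.0318 for the Jaccard index, and the other 3 splits that part every such pair gave lower values than the real one, -0.0352, -0.0382 and -0.0416 for the Jaccard index and -0.0693, -0.0730 and -0.0771 for the correlation. Strongly enriched mRNAs such as Mphosph8 and 0610011F06Rik showed how much a single mouse could lack, the latter with no peak in WT mice 1 and 2 and log2 values of 9.73 in WT mouse 3 and 8.17 to 8.68 in 5×FAD.

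**Figure D4:**
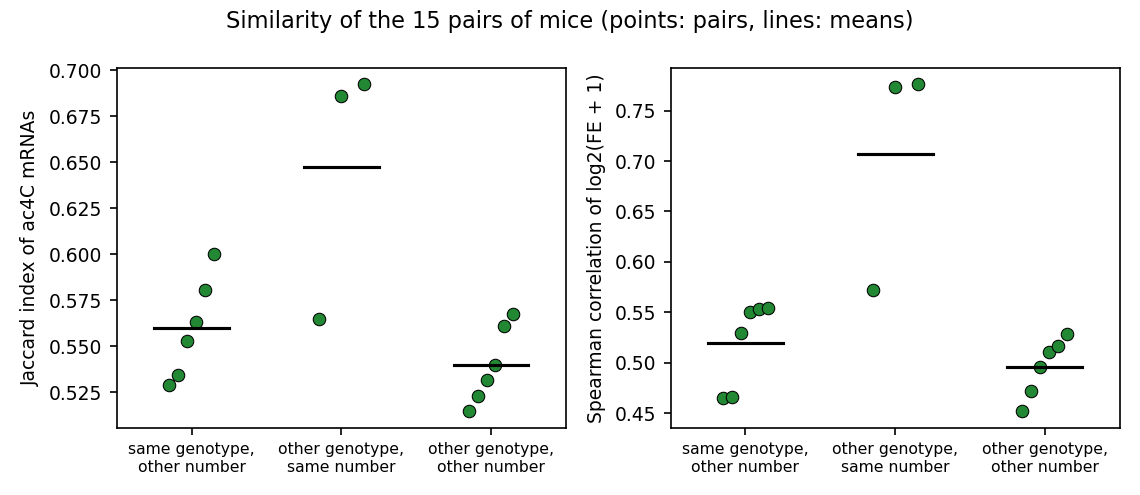
Jaccard index of ac4C mRNAs and Spearman correlation of log2(fold enrichment + 1) for the 15 pairs of mice, with 1 point per pair and a line at the mean of each kind. Pairs of one replicate number and different genotypes have the highest means, 0.648 and 0.707, against 0.560 and 0.520 for pairs of one genotype.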

Values the study reported

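For mice aged 6 months, the study gave 7,189 hippocampal ac4C peaks in WT and 8,394 in 5×FAD. It counted 3,960 ac4C-modified mRNAs in WT and 4,239 in 5×FAD. At 6 months, 889 ac4C mRNAs were given as upregulated and 610 as downregulated in 5×FAD mice.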

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

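The tests on one scale, without both mice numbered 3, with shared absence as missing and with a listed FDR under 5% were chosen after the result was seen, as were a 10 times stricter p for the fits and, for gene lists, a fold enrichment of at least 4 and equal top peaks. Peak counts, mRNA counts, median enrichment and transcript regions per mouse kept their direction under every alternative that gave a value, and no overlay mRNA was called under any setting run, leaving out a mouse included. The peak count at a listed FDR under 5% decides nothing here, because only 0 to 2 peaks per mouse were left. No alternative position within a peak was run for the transcript region, because the tables carry their own annotation. A fold enrichment of at least 2 removed no peak.

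With 3 of 3 mice required, 827 regions were in WT only, 1128 in 5×FAD only and 1730 in both, and leaving out 1 mouse gave 570 to 4100, 1145 to 5140 and 3089 to 3896, as a peak must then be in both remaining mice. An equal number of top peaks left 1629 regions in 5×FAD only, 485 AD unique and 371 AD absent mRNAs. On one scale there were 358 AD absent mRNAs, without a minimum fold change 586, and with 3 of 3 against 0 of 3 mice 88 AD unique and 21 AD absent. Leaving out 1 mouse gave 432 to 1316 AD unique and 154 to 443 AD absent mRNAs. Beyond the smaller number of mice, the cause was not tested.

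Among all reliable mRNAs, 1 was called with the highest peak and 1 with the mean of the peaks in place of the sum, and 0 to 241 without 1 mouse, the highest without 5×FAD mouse 3. Without both mice numbered 3, 389 were called, and 376 of these had no peak in one genotype among the 4 mice left, which leaves no spread in that genotype. Called regions numbered 0 with a pseudocount of 0.1, 0 with the replicate block, 0 to 822 without 1 mouse and 1408 with shared absence as missing, beside the block. Of the 1408, 1397 had no peak in one genotype among the values used, and the other 3 splits that part every pair gave 908, 538 and 444 in that fit, so the number is not one of genotype calls alone. The pairing by replicate number changed no other call. Of the gene lists, 1 passed camera at a fold enrichment of at least 4, 1 with equal top peaks, 1 quantile normalized and 1 on one scale, and 0 to 1 without 1 mouse, in each case disease-associated microglia. Its adjusted p was 0.0154, 0.0429, 0.0192 and 0.0245 in these settings, and 0.00432 to 0.315 without 1 mouse. It was 0.491 without both mice numbered 3, and adjusted p = 0.804 with an estimated correlation. Unknown read depth limits what the absence of a peak can show.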

Other observations

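The tests of all-or-none presence by list, of strong peaks missing by replicate number and of the enrichment scale of 5×FAD mouse 3, the count of splits for all-or-none mRNAs, and gene lists and splits on one scale, with a stricter p or with a higher fold enrichment were chosen only after the result was seen. Of the 29 gene lists tested, disease-associated microglia had the smallest p among the 88 mRNAs with a peak in every 5×FAD mouse and in no WT mouse. The list contributed 4 of its 11 measured members, Cd68, Cst7, Gpnmb and Igf1, where 0.178 would be expected (Fisher's exact test, one-sided, p = 1.93e-05, adjusted p = 0.00056 over 29 lists). This test takes the members as independent, and camera gave the list an adjusted p = 0.804 with an estimated correlation. Homeostatic microglia contributed 1 of 13 (Fisher's exact test, p = 0.191, adjusted p = 1) and genes of complement, interferon and antigen presentation 1 of 8, H2-Ab1 (Fisher's exact test, p = 0.122, adjusted p = 1), which makes 6 of 29 over the 3 immune lists. Among the 21 mRNAs with the reverse pattern, the one list member was Hprt, a housekeeping gene (Fisher's exact test, p = 0.0229, adjusted p = 0.665).

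Regions with strong peaks were often missing from both mice of one replicate number. Of 2492 regions with a score of at least 1000 in some mouse, 518 had a peak in all 6 mice, and 750 had one in 4 mice, of which 686, or 91.5%, lacked it in both mice of one number, where chance gives 20%. Weak signal near the calling limit is argued against by 39.6% of mouse and region combinations lacking a peak even in these strong regions. A removal step shared by the libraries of one number cannot be told apart from a difference between pairs of mice, such as litter: in a wider set of 4341 regions with a score of at least 500, a mouse of the same number lacked the regions a mouse lacked in 82.0% of cases, against 40.9% for mice of another number and genotype and 42.9% for mice of one genotype, but this restates the pattern. Graded differences between pairs stay open too, since the mean correlation of 0.0148 between the deviations of mice of one number (0.0989, -0.0386 and -0.0158) comes from 1730 regions present in all 6 mice, which leave out the missing peaks.

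The higher fold enrichment of 5×FAD mouse 3 could come from fewer reads or a lower background behind its peaks. Over the 1730 regions its log2 fold enrichment was 0.78 above the mean of the other mice, while its log2 score was lower by the same comparison, at -0.26. The genotype cannot be told apart as a part of it, because the other 5×FAD mice stood 0.34 above WT, 37.3% of the 0.91 of mouse 3.

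Higher ac4C enrichment on immune cell mRNAs in 5×FAD is a hypothesis these tables leave open. The enrichment scale of 5×FAD mouse 3 is not excluded as a cause by putting the mice on one scale. One scale multiplies by a factor per mouse and leaves a listed 0 at 0. Gpnmb, Cd68, Cst7 and Igf1 were listed at 0 in every WT mouse. On one scale the median log2 fold change of all reliable mRNAs moved from 0.54 to 0.02. The mean log2(fold enrichment + 1) of disease-associated microglia stayed 1.51 higher in 5×FAD, with a camera adjusted p of 0.0245. It stood at 3.43 ± 0.52 against 1.92 ± 0.18 in WT (SD, n = 3 each), from 3.69 ± 0.74 against 1.78 ± 0.16. Without 5×FAD mouse 3 the camera adjusted p was 0.315, so the list did not pass. The 2 5×FAD mice left had listed means for the list of 3.59 and 3.00, against 1.66, 1.97 and 1.73 in WT. The listed difference therefore did not come from mouse 3 alone. Peaks near the calling limit cannot be told apart from higher enrichment on immune cell mRNAs. The adjusted p of disease-associated microglia was 0.212 with a 10 times stricter p but 0.0154 at a fold enrichment of at least 4. More mRNA of immune cells in 5×FAD may underlie it too and stays open, since a median log2 fold change of 0.10 on one scale for the 7 immune members with a peak in every mouse (SD 0.57, 5 higher and 2 lower) decides nothing, and input levels were not analysed here.

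The 6 mice can be split in 10 ways, too few for a share under 0.05. The real split gave 0 overlay mRNAs, 0 reliable mRNAs, 3 regions and 0 lists past the test, and the highest of the other splits gave 0, 1, 2 and 0, so that 10, 10, 1 and 10 of the 10 splits gave as many. On one scale the real split gave 0, 0, 2 and 1, the highest of the others 0, 1, 57 and 0, and 10, 10, 4 and 1 splits gave as many. For mRNAs with peaks in all mice of one group and none of the other, the real split gave 109 and the highest other 171, and 4 splits gave as many. Because numbers pair the mice, the real split compares with the other 3 that part every pair, and these gave 0 regions past the test on either scale and 28 to 55 all-or-none mRNAs. The splits that keep a pair together differ from those, with up to 57 regions past the test on one scale, 63 to 171 all-or-none mRNAs and 278 to 565 mRNAs at an unadjusted p under 0.05, against 339 for the real split and 47 to 83 for the others that part every pair. That points to a structure of the mice by number.

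AD absent mRNAs with a fold change of at least 2, whatever their p, numbered 216 here and 154 to 443 under the other settings run, with no minimum fold change they numbered 586 and 259 to 1622, and no overlay mRNA passed limma's test, with 2 lower at an unadjusted p under 0.05. At a fold change of at least 2 every AD absent count is lower than the value for downregulated mRNAs quoted from the study above. Those with no minimum lie on both sides of it. AD unique mRNAs at a fold change of at least 2 numbered 816, and 432 to 1316 without 1 mouse. These counts lie on both sides of the quoted value for upregulated mRNAs, above it only without a WT mouse. With 1 mouse left out, a peak must be in both remaining mice of that genotype, which by rule moves mRNAs to the other side. Ranges that include such counts therefore cannot show whether the counts match those of the study. The study's figure legend names an adjusted p limit and its RNA-seq filter was not used here, so the counts need not follow one rule.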
